# Diethylnitrosamine (DENA) recapitulates formation of hepatic angiosarcoma in pigs

**DOI:** 10.1371/journal.pone.0214756

**Published:** 2019-05-16

**Authors:** Sonja M. Kessler, Bettina Leber, Jessica Hoppstädter, Nicole Golob-Schwarzl, Eva M. Hofer, Christina S. Schultheiss, Hans-Jörg Mischinger, Bernadette Liegl-Atzwanger, Carolin Lackner, Philipp Stiegler, Johannes Haybaeck

## Abstract

**Background & aim:**

Primary hepatic angiosarcoma is a rare tumor with poor prognosis. The aim of this study was to generate a new angiosarcoma model to improve research on hepatic angiosarcoma.

**Methods:**

Pigs *sus scrofa* were treated with different regimens of diethylnitrosamine (DENA). Tissues were analyzed by histology and immunohistochemistry. Serum parameters were determined. Angiosarcoma tissue was investigated for chromosomal aberrations by aCGH analysis.

**Results:**

Animals of almost all different treatment regimens developed a multitude of variable liver lesions. Different tumor types such as granulation tissue type, cellular-like, hyalinization necrosis-like, angiosarcoma-like, dysplastic nodule-like, hepatocellular-like, glandular structure-like, and leiomyoma-like lesions were observed. Weekly treatment with 15 mg/kg for up to 52 weeks or a single shot of 200 mg/kg DENA led to the development of hepatic angiosarcomas. aCGH analysis of angiosarcoma tissue revealed increased alterations in tumors compared to non-tumorous tissue. Most of the chromosomal alterations were found on chromosomes 6, 7, 12, and 14.

**Conclusion:**

In this preliminary study treatment of *sus scrofa* with weekly injections of 15 mg/kg DENA results in a new model for primary hepatic angiosarcoma. This model may help to shed light on the pathomechanisms of primary hepatic angiosarcoma and might therefore open new treatment options.

## Introduction

Primary hepatic angiosarcoma is a rare malignancy, accounting for 2% of all primary hepatic tumors [1, 2]. Angiosarcoma is a highly malignant vessel tumor originating from the endothelium. Hepatic angiosarcoma is characterized by a rapid progression and poor prognosis. Treatment options are limited since angiosarcoma is resistant to chemotherapy and radiotherapy [3, 4], and is regarded as a contraindication for liver transplantation due to early recurrence and poor outcome [5].

Resection has proven to prolong survival and might therefore be curative [6, 7]. Definitive diagnosis and clinical stage are important for initial assessment [8]. However, the majority of hepatic angiosarcomas are unresectable due to late diagnosis [9]. Without treatment hepatic angiosarcoma patients anticipate a median survival of 6 months. Even after treatment, survival for more than 2 years was reported for only 3% of patients [10]. A combination of chemotherapeutic agents was suggested to improve therapeutic outcome [9].

Only few animal models are available for the study of angiosarcoma development [11, 12]. Animal models allow for the investigation of tumorigenesis and new therapeutic approaches, and can thus improve diagnosis and therapy. We presume that treatment of pigs (*Sus scrofa*) with diethylnitrosamine (DENA) can serve as a new animal model of hepatic angiosarcoma development. This model can provide new insights into human tumorigenesis of primary hepatic angiosarcoma.

## Materials and methods

### Animals

All animal procedures were approved by and performed in accordance with the local animal welfare committee: Ethikkommission Medizinische Universität Graz according to the guidelines of the Austrian animal protection law. Ethical approval number is GZ66.010/006 9-II/10b/2008. Pigs *Sus scrofa* were kept in boxes of two to four animals and fed twice a day with G-22 food for fattening (Gsellmann, Austria). Diethynitrosamine (DENA, Sigma Aldrich, USA) was applied i.p. by weekly injections of 15, 30 or 50 mg DENA per kg bodyweight (Fig 1). Two animals received 30 mg DENA per kg body weight every two weeks, and one animal was injected 200 mg DENA by a single i.p. shot. Animals were sedated for the administration of DENA and for blood sampling. A short general anesthesia was maintained by application of 1 mg/kg midazolam (ERWO Pharma GmbH, Brunn am Gebirge, Austria) and 10 mg/kg ketamin (Keta-sol, aniMedica GmbH, Senden-Bösensell, Germany) intra muscular. After completing blood sampling and administration of DENA, pigs were kept in separate boxes until they woke up from narcosis. For sacrifizing animals were euthanized by an intravenous injection of 100 mg/kg pheno-barbital (Nembutal, Sanofi Ceva, Düsseldorf, Germany) by a professional veterinarian.

**Fig 1:**
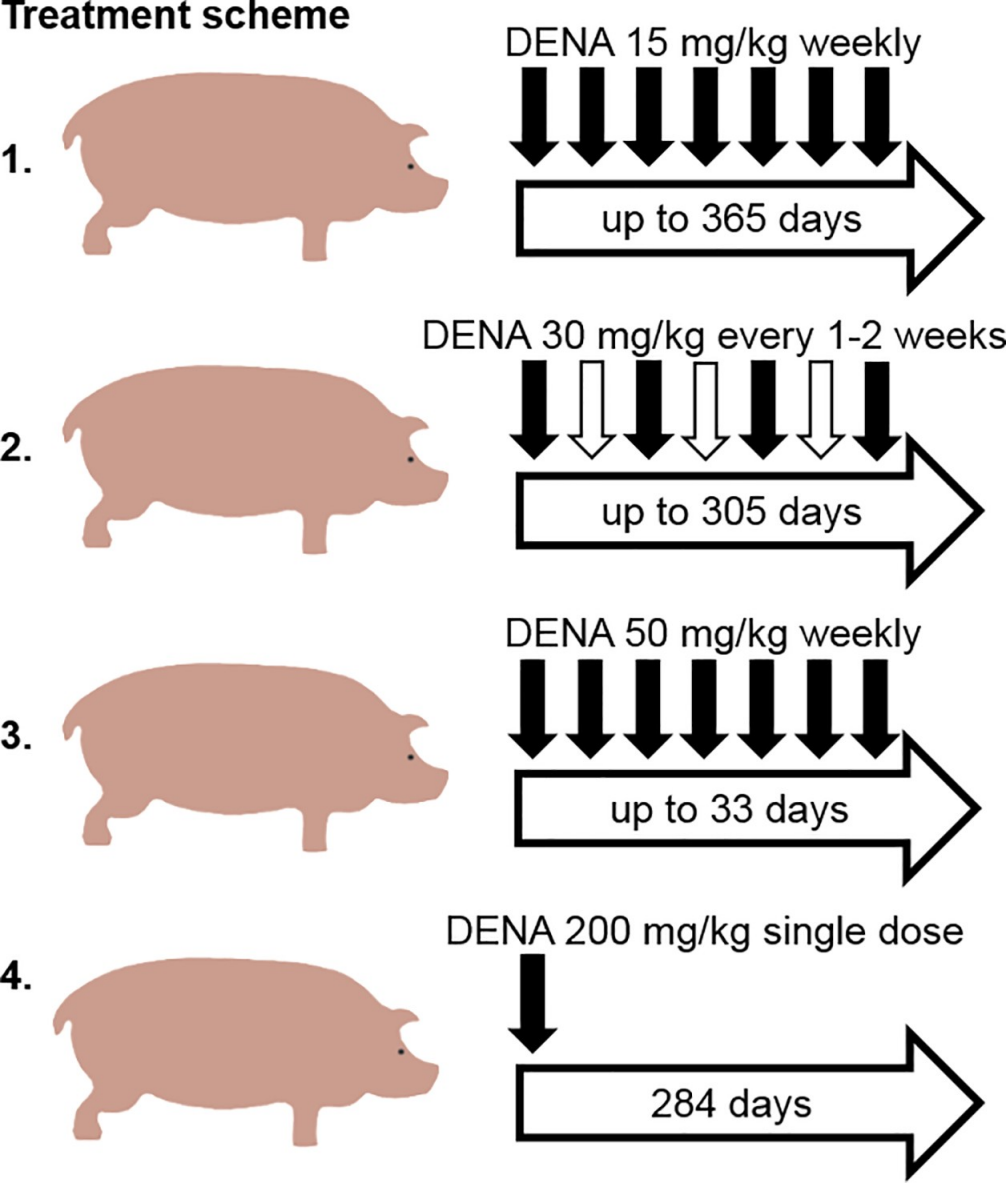
Treatment regimes. Pigs were treated with either 15 mg/kg (n = 19), 30 mg/kg (n = 2 each), 50 mg/kg (n = 4) DENA weekly or every 2 weeks. One animal was given a single dose of 200 mg/kg DENA.

### Computed tomography

In order to monitor liver disease a CT scan was performed on each pig every 2–3 months. Animals were pre-medicated with 1 mg/kg midazolam (ERWO Pharma GmbH, Brunn am Gebirge, Austria), 10 mg/kg ketamin (Ketasol, aniMedica GmbH, Senden-Bösensell, Germany), and 2 mg/kg azaperon (Stresnil, Janssen-Cilag Pharma, Vienna, Austria). Animals were intubated with a 8.0 spiral tubus (Willy Rüsch GmbH, Kernen, Germany) and ventilated with an mobile ventilator (Oxylog 2000, Dräger Medical, Best, Netherlands). Sedation was maintained by a sustainable application of 5–10 mg/kg/h propofol (Diprivan, Astra Zeneca, Vienna, Austria) through a syringe pump (Perfusor F, Braun Melsungen AG, Melsungen, Germany).

CT scans were performed with a dynamic volume computed tomography scanner (Aquilion ONE, Toshiba Medical Systems, Japan). Contrast agent 2,5 ml/kg Iopamidol (Jopamiro 300mg, Bracco Austria, Vienna, Austria) was injected through the ear vein. CT images were processed with a 3D workstation (Vitrea, Toshiba Medical Systems, Japan)

### Serum parameters

Blood samples were collected every second week after first DENA injection. Blood sampling was performed either through puncture of the Port-a-Cath (PAC) if animals were equipped with PAC, or direct approach via the vena jugularis. Both methods required a short general anesthesia to guarantee safe handling. Levels of leukocytes, erythrocytes, hematocrit, hemoglobin, thrombocytes, sodium, calcium, creatine, urea, bilirubin, alkaline phosphatase (AP), gamma-glutamyltransferase (GGT), cholesterol, lactate dehydrogenase (LDH), aspartate aminotransferase (AST), alanine aminotransferase (ALT), amylase, C-reactive protein (CRP), albumin, fibrinogen, prothrombin time, and lipase were measured at the lab LB2 of the Clinical Institute of Medical and Chemical Laboratory Diagnostics, Medical University of Graz, Graz, Austria.

### Immunohistochemistry (IHC)

The primary antibodies used were specific to alpha fetoprotein (AFP; #760–2603, Roche, ready to use), p62/sesquestosome 1 (#GP62-C, Progen, dilution 1:100), Ubiquitin (#Z0458, Dako, 1:300), heat shock protein 70 (HSP70; #sc-24, Santa Cruz, 1:100), Golgi membrane protein 73 (Gp73; #sc-48011, Santa Cruz, 1:200), Ki67 (#GA626, Agilent/ Dako, ready to use), van Willebrand factor (vWF; M0616, Dako, 1:1,000), cytokeratin 5 (CK5; #AC-0181, Epitomic, 1:100), cytokeratin 8 (CK8; #CK8-TS1, Leica, 1:50), cytokeratin 18 (CK18; #MS-142-P, Thermoscientific, 1:50), alpha smooth muscle actin (SMA; #A2547, Sigma, 1: 10,000), and glutamine synthetase (GS; #MAB302, Merck/ Millipore 1:5,000). IHC was performed on a Ventana Immunostainer XT (Ventana Medical Systems, Tucson, USA) by heat-induced epitope retrieval (HIER) in cell conditioning solution for 30 min. For detection the ultra-VIEW universal DAB Detection Kit (Ventana Medical Systems, Tucson, USA) was used. Samples were examined by three independent experienced pathologists blinded to experimental conditions (J.H., C.L., and B. L.-A.).

### aCGH analysis

Paraffin-embedded liver tumors were micro-dissected and hybridized against age-matched control liver tissues. Labeling was performed according to the BioPrime aCGH Genomic Labeling Module protocol (Invitrogen). The samples were hybridized on an 8x60k CGH Array under the conditions of the Agilent protocol (Version 7.2). The arrays were analyzed with an Agilent DNA Microarray Scanner G2505C and the extraction software Agilent Feature Extraction 11.0.1.1.

### Statistics

Data analysis and statistics of experimental data were performed using Origin software (OriginPro 8.1G; OriginLabs). Statistical differences in serum parameters were estimated by one-sample t-test against 0% change after verification of normal distribution by the Shapiro-Wilk method. Correlation analysis was performed using Pearson correlation. All tests were considered statistically significant when *p* values were less than 0.05.

## Results

Different treatment regimens were used for hepatic tumor induction (Fig 1). Serum analysis revealed altered amylase, calcium, hematocrit, hemoglobin, and erythrocytes in the 50 mg regimen two weeks after first DENA injection (Fig 2A). In the 15 mg regimen, AST, AP, hematocrit, hemoglobin, and erythrocyte levels were increased (Fig 2A). Over the whole duration of treatment, kreatinin levels significantly increased with time (Fig 2B), and the albumin to total serum protein ratio (A/T) decreased (Fig 2C).

**Fig 2:**
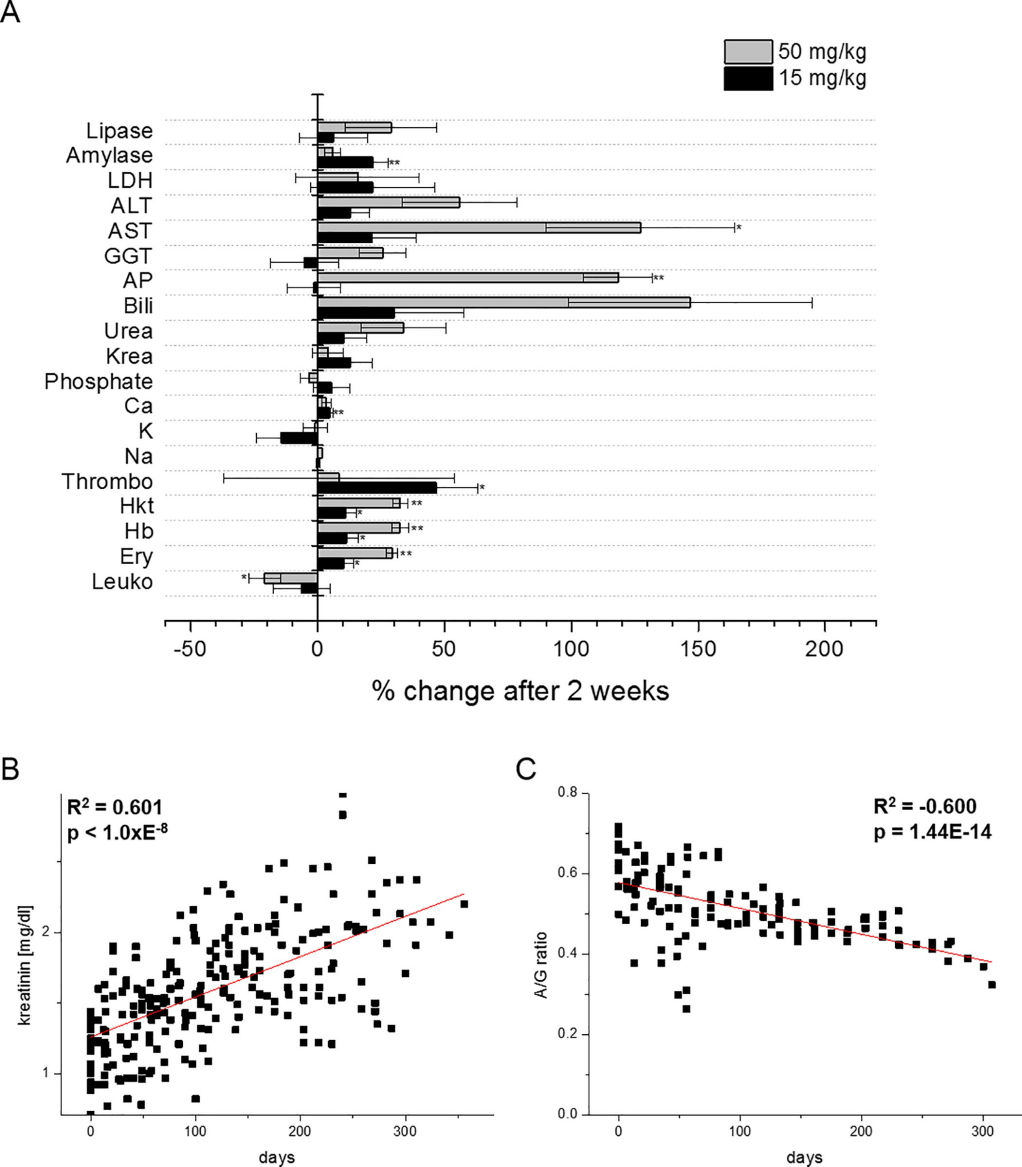
Serum parameters of pigs treated with either 15 mg/kg or 50 mg/kg. A) Relative changes of serum parameters are shown in pigs treated with 15 mg/kg or 50 mg/kg two weeks after first DENA administration. Data were normalized to day zero and are shown as percentage. B,C) Scatterplots of kreatinin (B) and albumin/total serum protein ratio (A/T) (C) against treatment time are shown for pigs treated with 15 mg/kg DENA. Pearson correlation coefficients are given.

Development of cirrhosis was observed in 42% of the animals independent of the respective treatment regimen. All of the long-term DENA-treated animals developed liver lesions (Fig 3). Only the animals treated with 50 mg/kg did not develop any liver lesions, which is probably due to the short treatment duration of up to four weeks. Histological evaluation of the liver lesions revealed the following different tumor types: granulation tissue type (Fig 4B), cellular-like (Fig 4C), hyalinization necrosis like (Fig 4D), lymphoma-like with glandular structure (Fig 5A), and leiomyoma-like (Fig 5B), dysplastic nodule-like (Fig 5C), hepatocellular-like (Fig 5D), and well defined mesenchymal lesions with morphologic features reminiscent of angiosarcoma (Fig 5E). The most common liver lesions were dysplastic nodules (21.9%), angiosarcoma-like tumors (18.8%), and HCC-like tumors (21.9%) (lymphoma-like with glandular structure: 12.5%; granulation tissue type, cellular-like, hyalinization necrosis like: 6.3% each; leiomyoma-like and tumors with spindle cells and hepatocyte-like cells: 3.1% each). The angiosarcoma-like tumor type developed in animals treated with either 15 mg/kg DENA weekly or in the animal subjected to a single i.p. injection of 200 mg/kg. In pigs treated with the latter regime, also granulation tissue type, hyalinization-like, and dysplastic nodule-like lesions were observed. Animals treated with 30 mg/kg DENA developed cellular-like and hyalinization-like lesions only.

**Fig 3:**
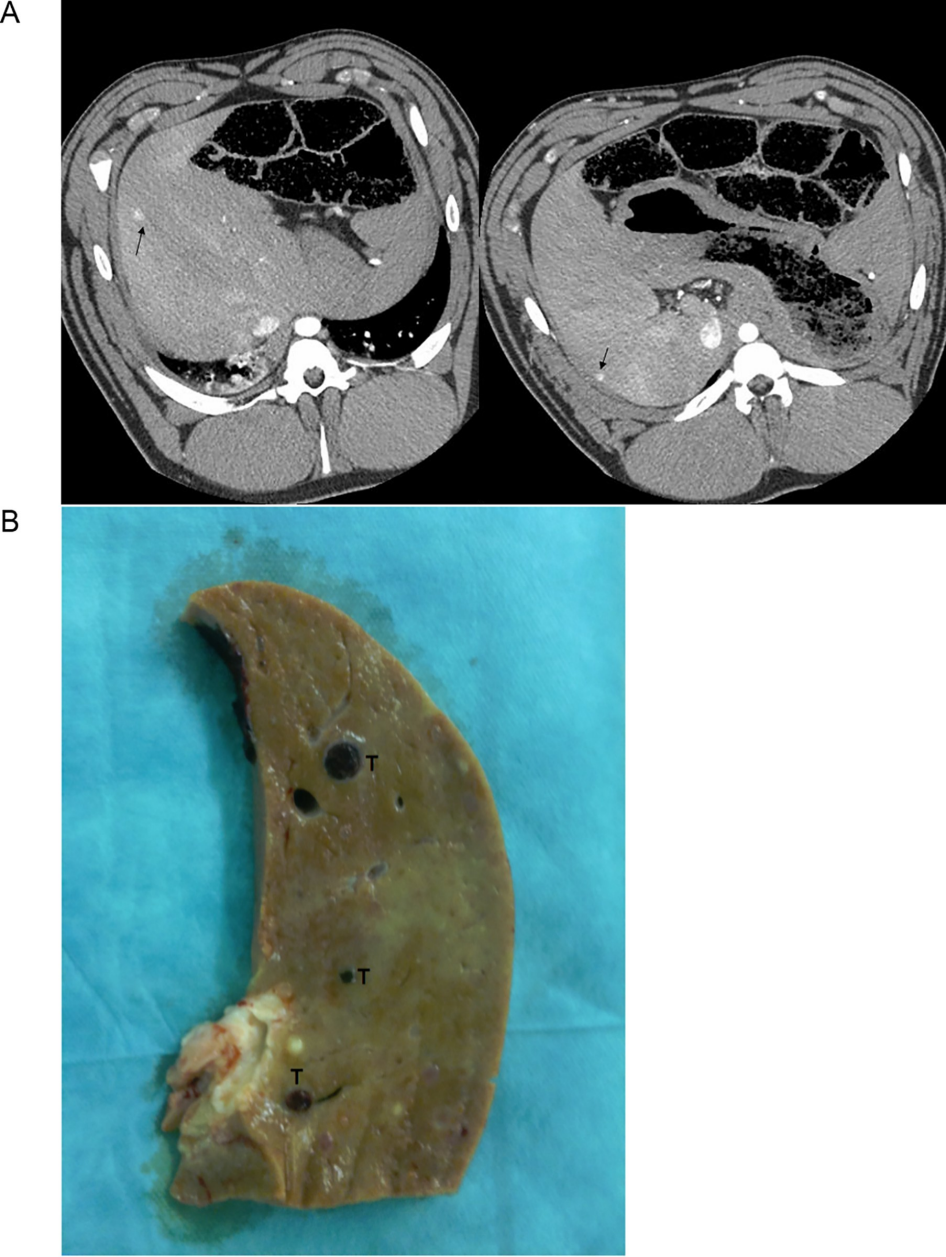
CT-Scans and macroscopic visualization of liver lesions. A) CT scans performed according to the protocols for a pig treated with 15 mg/kg DENA for 90 days. Arrows indicate radiologically verified liver tumor in the pig liver. B) Macroscopic picture from a transverse liver section of a pig treated with 15 mg/kg DENA. Tumor lesions (T) of different colors and sizes are indicated.

**Fig 4:**
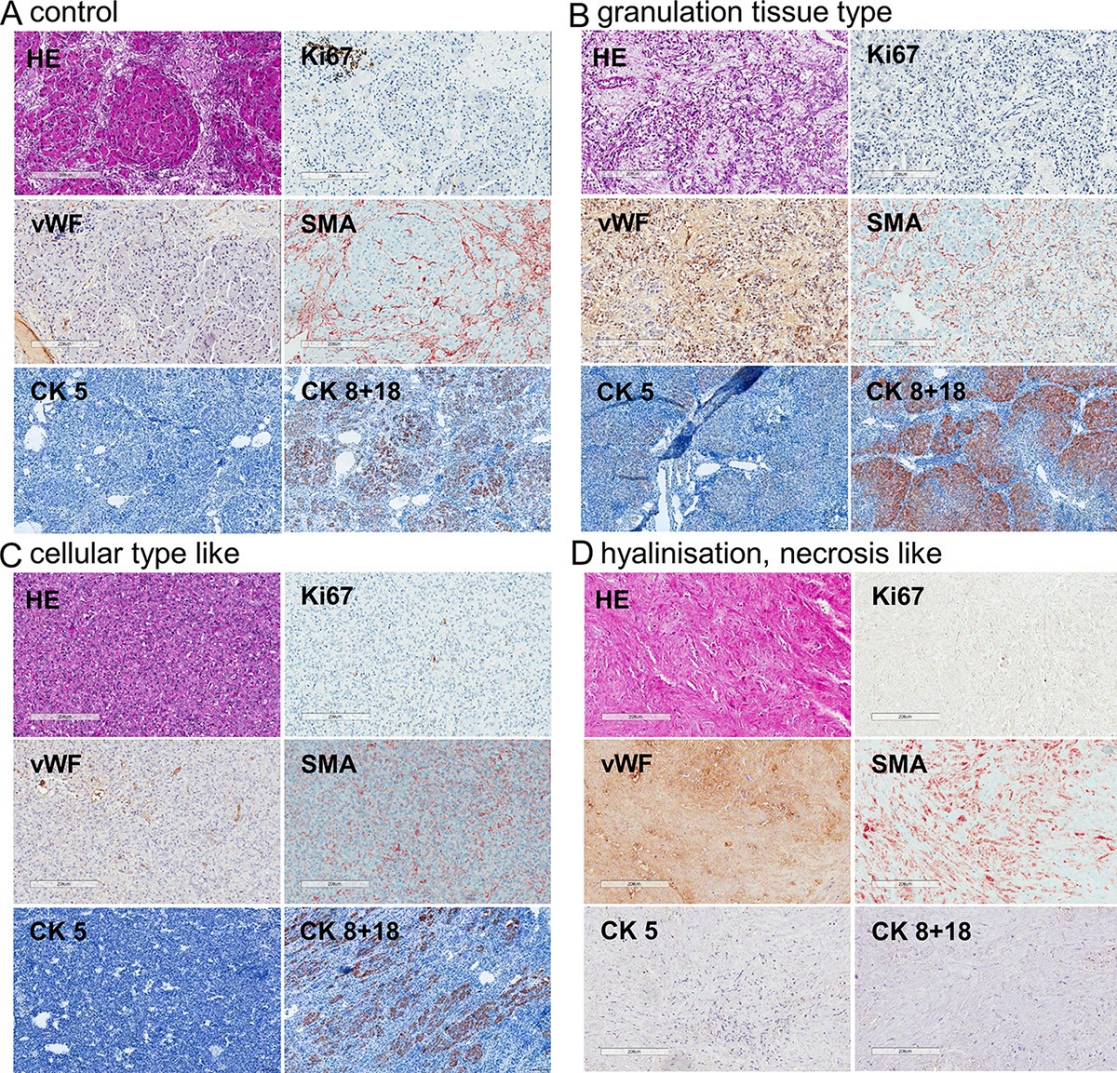
Histology of the different liver lesions. Representative images of treatment group 1 (15 mg/kg DENA weekly) are shown. A) Control, B) granulation tissue type, C) cellular type like, and D) hyalinization like. Ki67, van Willebrand factor (vWF), cytokeratin 8 and 18 (CK8+18), CK5, and alpha smooth muscle actin (SMA). Scale bars: 200 μm or 100 μm for CK5 and CK8+18 in A, B, and C.

**Fig 5:**
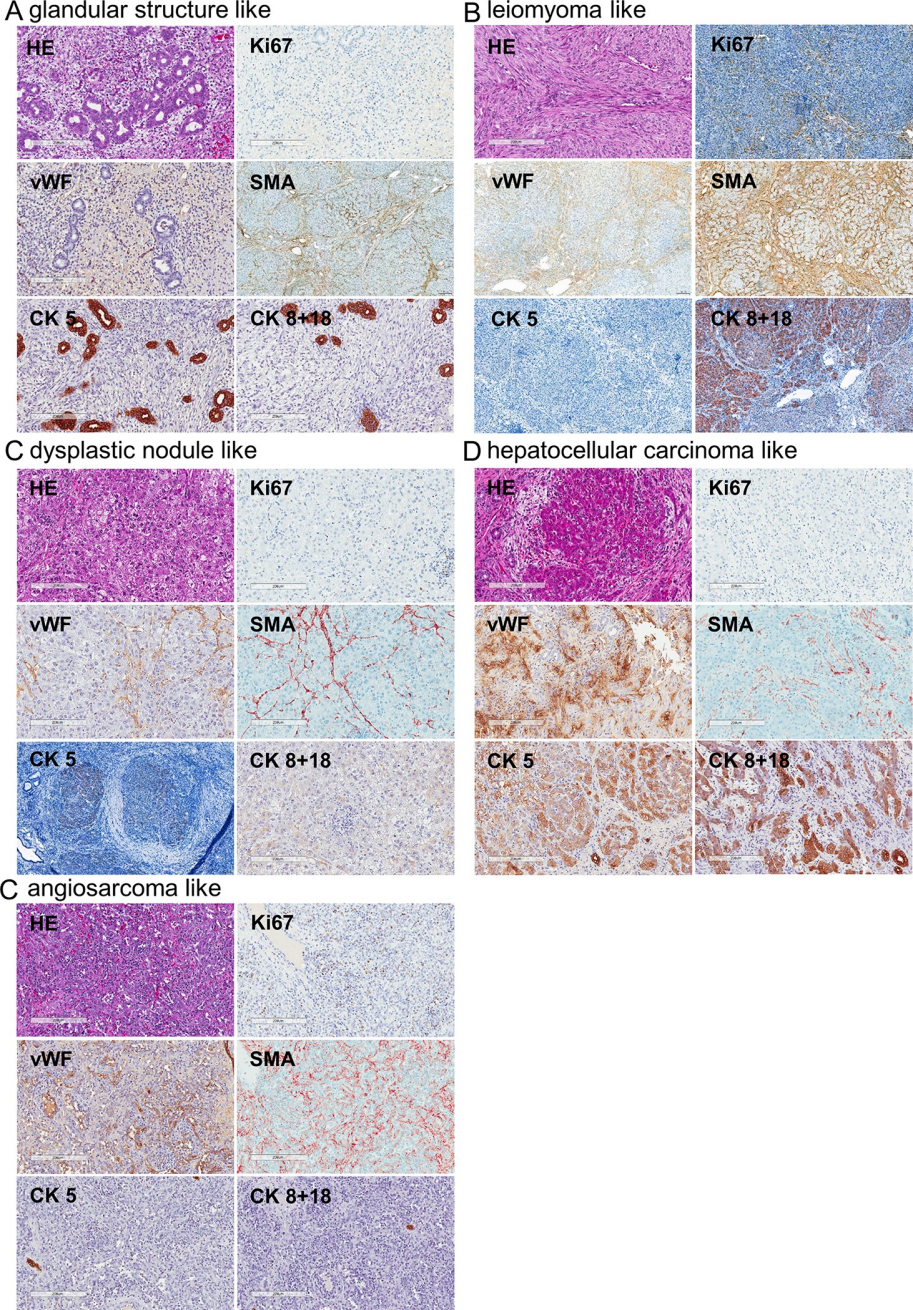
Histology of the different liver lesions. Representative images of treatment group 1 (15 mg/kg DENA weekly) are shown. A) Glandular structure like, B) leiomyoma like tumors C) dysplastic nodule like, D) hepatocellular carcinoma like, and E) angiosarcoma like tumors. Ki67, van Willebrand factor (vWF), cytokeratin 8 and 18 (CK8+18), CK5, and alpha smooth muscle actin (SMA). Scale bars: 200 μm or 100 μm for SMA in A, Ki67, vWF, SMA, CK5, and CK8+18 in B, and CK5 in C.

In order to study genetic events in pig angiosarcoma, an aCGH analysis was performed. 

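Array-based comparative genomic hybridization sets the DNA of a tissue against reference DNA, each labelled with its own dye, on probes of known position, and the log2 ratio of the 2 signals at a probe follows the relative copy number there. 1 array was deposited for an angiosarcoma-like liver tumor and 1 for control tissue, so there are no replicates and no test between the tissues was possible. The labels place the tumor 10 months after a single dose of 200 mg/kg DENA, whereas the paper does not name the treatment of the animal behind Fig 6. Whether the control tissue came from a treated animal is not stated in the labels. On both arrays the tissue was labelled with Cy3 and reference liver with Cy5. Each array holds 177440 different probes of 45 bases besides 3440 control spots, with a median distance of 10175 bp between neighbouring probes. The authors scanned the arrays and extracted the spots with Agilent Feature Extraction 11.0.1.1, which subtracted the background and scaled the dyes by 1 linear factor per channel. The median background-subtracted signal was 68.1 for the tumor and 116 for its reference, and 48.3 for the control tissue and 91.6 for its reference. Signals well above background were found for 79.7% of the probes in the tumor channel and 76.2% in the control tissue channel. From these processed signals, log2 ratios of tissue over reference were formed, spots with an outlier flag were left out (27 on the tumor array and 10 on the control array), and each array was centred on its autosomal median. The noise between neighbouring probes, the derivative log2 ratio spread, was 0.401 on the tumor array and 0.422 on the control array. The deposited software report gives its own estimate of this spread as 0.399 on the tumor array and 0.397 on the control array and marks both as out of range. The paper's text does not name a method for calling altered regions. Intervals were therefore called by a score in the manner of Agilent's ADM-1 algorithm, the sum of the log2 ratios divided by the noise and by the square root of the number of probes, with a score of at least 6, at least 3 probes and a mean log2 ratio of at least 0.25 in size. The limit on the mean was applied after the search, so an interval that passed the score and not this limit was dropped whole, together with any stronger stretch inside it. On the tumor array 81 such intervals with 67.7% of the probes were dropped, and on the control array 41 with 66.5%. Positions are those of the array design, whose genome build the files do not name.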

Increased alterations in tumors, compared to non-tumorous tissue, were observed (Fig 6). 

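On the tumor array, 58 intervals covering 165 Mb were called, and on the control array 18 intervals covering 4.57 Mb. The control array intervals had a median of 7 probes and the tumor array intervals a median of 76.5 probes. With the limit on the mean applied during the search, an alternative chosen after seeing the data that moved the numbers of intervals most, 302 intervals covering 722 Mb were called on the tumor array and 146 covering 127 Mb on the control array. In the calling with the limit applied afterwards, 44 intervals of at least 20 probes were on the tumor array and 6 on the control array. The SD of the median log2 ratio over 2271 windows of 1 Mb was 0.196 on the tumor array and 0.0952 on the control array, with bootstrap 95% intervals over chromosomes of 0.184 to 0.206 and 0.0903 to 0.0998. These intervals describe the variation within an array and not between animals. The highest score on the tumor array, 36.7, belonged to a loss on chromosome 6 from 23398801 to 61806695 with a mean log2 ratio of -0.26 (SD over 3084 probes 0.40). The same probes had a mean of -0.06 on the control array. Among the called intervals, a loss on chromosome 2 from 1 to 8642320 followed with a score of 26.3 and a mean of -0.41 (SD over 665 probes 0.36), against -0.16 on the control array. With the limit applied during the search, a loss on chromosome 12 from 35579201 to 57407395 scored as high, with a mean of -0.26 (SD over 1713 probes 0.43), and a loss on chromosome 3 from 926 to 19048570 scored 26.0, with a mean of -0.29 (SD over 1335 probes 0.43). Among the called intervals of the control array the highest score, 7.39, belonged to a gain on chromosome 16 from 1709401 to 1831545 with a mean of 0.83 (SD over 14 probes 1.20). With the limit applied during the search, the highest score there was 14.6, for a wider gain on chromosome 16 from 6398226 to 13079545 with a mean of 0.25 (SD over 591 probes 0.66). The called interval with the largest mean on the tumor array, -2.39, was a loss of 3 probes on chromosome 11 from 65312401 to 65337420 (SD over probes 1.40), and the largest on the control array, 1.60, was a gain of 3 probes on chromosome 2 from 39150626 to 39180270 (SD over probes 1.01). The search with the limit inside it also called, on the control array, a gain of 4 probes on chromosome 5 from 38595626 to 38628970 with a larger mean of 2.06 (SD over probes 0.86). The window medians of both arrays moved together, with a Pearson correlation across windows of 0.77, where neighbouring windows are not independent. The tumor array's medians were also correlated at -0.91 with the local brightness of the reference channel on the control array. After removal of this brightness trend, an alternative chosen after seeing the data, 32 intervals covering 6.29 Mb were called on the tumor array and 40 covering 2.57 Mb on the control array. The paper states that tumors carried more alterations than non-tumorous tissue (Fig 6).

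**Figure D1:**
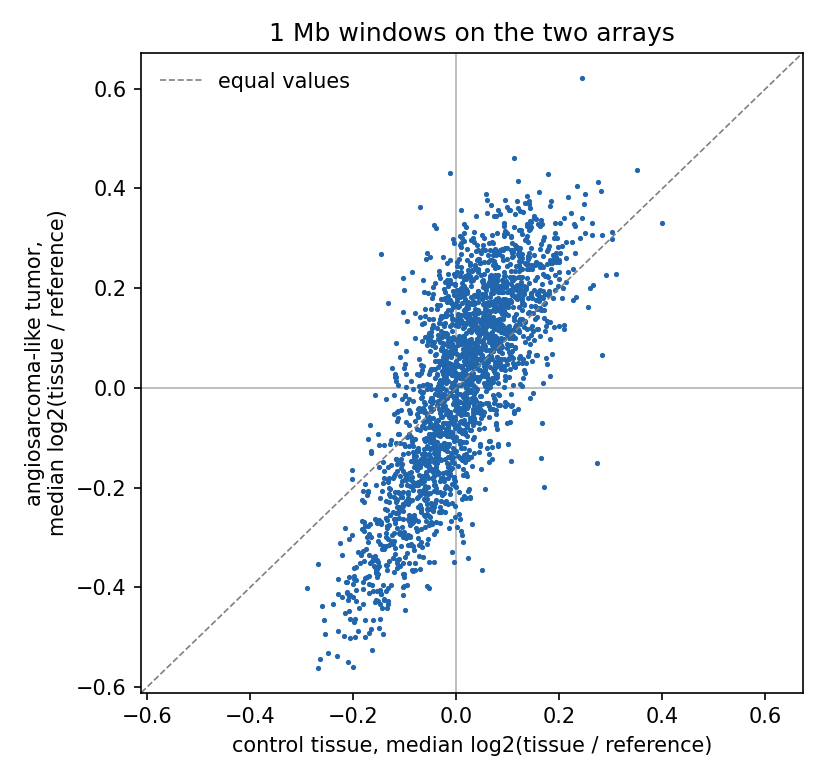
Median log2 ratio of tissue over reference in each 1 Mb window on the control array (horizontal axis) and the tumor array (vertical axis), 1 point per window and 1 array per tissue; the dashed line marks equal values. The points rise together across both axes, with a correlation of 0.77, and spread further on the tumor array, where their SD is 0.196.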

The majority of these alterations were found on chromosomes 6, 7, 12, and 14. 

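Of the tumor array intervals, 16 were on chromosomes 6, 7, 12 and 14, a share of 27.6% (Clopper-Pearson 95% interval 16.7% to 40.9%, counting error only), while these chromosomes carry 20.4% of the probes. By called length the share was 41.9%, or 68.9 Mb, but it was 15.6% with centring on the mode, 16.9% with a mean of at least 0.4, 18.4% with the deposited log ratio and 3.84% with the control array subtracted. With the limit on the mean applied during the search it was 28.4%. Chromosome 6 had the largest called length, 42.8 Mb in 6 intervals, of which 5 were losses. Chromosome 2 followed with 29.4 Mb and chromosome 1 with 15.2 Mb, then chromosome 14 with 14.1 Mb in 4 intervals and chromosome 7 with 11.9 Mb in 6 intervals. On the tumor array no interval was called on chromosome 12 or chromosome 9. The largest number of intervals, 7, was on chromosome 10. With the limit applied during the search, chromosome 9 had 16 intervals over 36.6 Mb. The largest number was then 33, on chromosome 1, and chromosome 10 had 10. The share by number moved most when background correction was done by normexp on the median signals, an alternative chosen after seeing the data, to 7.94%. That setting added the same offset to both channels without the linear dye factor, so its ratios can follow brightness. When the brightness trend was learned on the other 15 chromosomes and removed, the called length on the 4 chromosomes was 1.06 Mb.

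**Figure D2:**
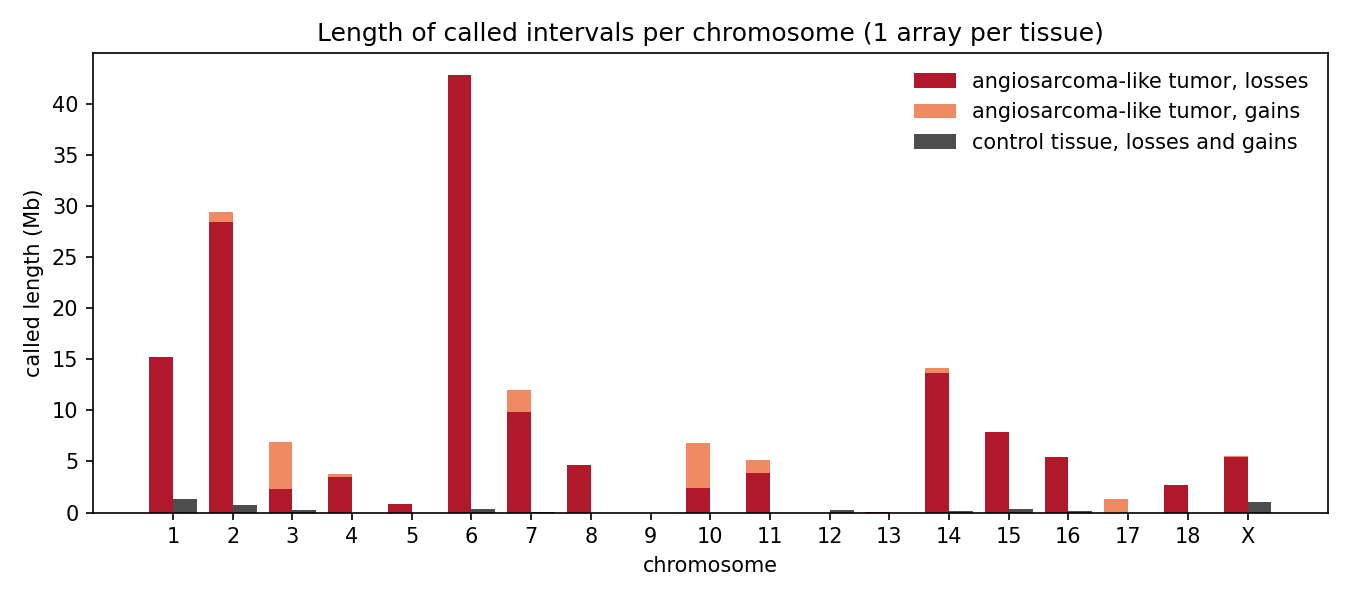
Called length in Mb (vertical axis) on each chromosome (horizontal axis), with losses and gains of the tumor array stacked and the control array beside them, 1 array per tissue. Chromosome 6 has the tallest bar, 42.8 Mb, followed by chromosome 2 with 29.4 Mb, and chromosome 12 has no bar for the tumor.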

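Chromosome 12 had the lowest median log2 ratio of the 19 chromosomes on the tumor array, -0.23, against -0.08 on the control array. Of its 58 windows of 1 Mb, 48 were below 0 on the tumor array and 46 on the control array. The mean of its 4425 probes was -0.20 on the tumor array, and the chromosome was dropped as 1 wide interval under the limit on the mean. With the limit applied during the search, 6 intervals covering 44.0 Mb were called there, of which 5 were losses. They include a loss from 75851 to 6913495 with a score of 23.2 and a mean of -0.40 (SD over 549 probes 0.37). With a mean of at least 0.1 in size, 1 loss was called from 53651 to 57407395, with a score of 33.8 (SD over 4423 probes 0.46), and circular binary segmentation, chosen after seeing the data, called 6 losses over 24.4 Mb. A brightness trend learned on the chromosomes other than 6, 7, 12 and 14 left a median of -0.04 on chromosome 12.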

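On chromosome 14 the tumor array had 2 losses and 2 gains. The longest was a loss from 137959126 to 148498620 at the chromosome end, with a score of 19.6 and a mean log2 ratio of -0.28 (SD over 791 probes 0.41), and the same probes had a mean of -0.07 on the control array. A further loss from 75280201 to 78402120 had a mean of -0.26 (SD over 250 probes 0.40), against -0.14 on the control array. With the limit on the mean applied during the search, 23 intervals covering 44.9 Mb were called on chromosome 14 of the tumor array, of which 15 were losses. Over the whole chromosome the median was -0.07 on the tumor array and -0.02 on the control array, and the brightness trend of the other chromosomes left a median of -0.0063 on the tumor array.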

Interestingly, porcine chromosome 12 corresponds to human chromosome 14 and carries the tumor suppressor gene *TP53*. Moreover, the tumor suppressor *PTEN* is located on porcine chromosome 14 or on the human homologue chromosome 10.

**Fig 6:**
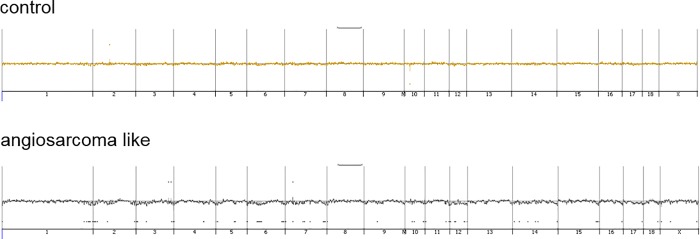
aCGH analysis of pig angiosarcoma. Representative aCGH plots of hepatic angiosarcoma (lower panel) and control tissue (upper panel). Chromosomal aberrations are shown along the chromosomes.

## Discussion

Primary hepatic angiosarcoma is a rare, but rapidly progressing tumor with poor prognosis. There is no established chemotherapy scheme, and hepatic angiosarcoma is *per se* resistant to chemotherapy and radiotherapy.[3, 4] Targeted therapy might lead to advances in angiosarcoma therapy, but preclinical and clinical studies are still ongoing [13].

In this study, we describe a novel and easy model to induce hepatic tumor lesions in pigs modeling human primary hepatic angiosarcoma by weekly i.p. injections of 15 mg DENA per kg body weight. Immunohistochemical analysis revealed positivity against vWF as an endothelial cell marker. Staining against endothelial markers, such as vWF, CD31, or CD34, is commonly used for the diagnosis of human hepatic angiosarcoma [14]. Also, SMA positivity has been described in case-reports to be a marker for angiosarcoma [15] and Ki67 proliferative index has been reported to range between 10 and 60% [14].

Animal models for hepatic angiosarcoma are rare–only few models are available [11, 12]. The most recent progress in angiosarcoma models was presented by Rothweiler et al.: The authors established an angiosarcoma cell line which can be used for a xenograft model, which allows an easy and fast screening of potential therapeutics *in vivo* [16]. Although xenograft models display a convenient tool to study tumor progression, they do not allow for the study of mechanisms triggering early processes in carcinogenesis.

To the best of our knowledge, this is the first study investigating chromosomal aberrations in primary hepatic angiosarcoma. Verbeke and colleagues conducted a CGH analysis on thirteen human angiosarcomas of bone and five human angiosarcomas of soft tissue [17]. The latter study presented two subgroups of human angiosarcoma, i.e. one with either no (5/18 samples) or few or weak (9/18 samples) aberrations and one with numerous genetic aberrations (4/18 samples) [17]. 

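In the porcine angiosarcoma-like tumor analysed by aCGH, 41 of the called intervals were losses and 17 were gains, a loss share of 70.7% (Clopper-Pearson 95% interval 57.3% to 81.9%, counting error only). Losses made up 90.5% of the called length. Over the alternatives with tissue over reference for which it was computed, this share of length depended on the setting. It was lowest, 43.7%, with a mean of at least 0.1, and highest, 99.9%, with normexp on the median signals. With the brightness trend removed, also chosen after seeing the data, it was 51.4%. By number, losses were then 78.1% of the tumor array intervals and 20% of the control array intervals. With the trend removed and the limit on the mean applied during the search, losses were 89.7% of the tumor array intervals and 80.9% of their length. With that limit alone applied during the search, which was chosen after seeing the data, losses were 46.7% of the intervals and 56.7% of the called length. Among the tumor intervals of at least 20 probes, 33 were losses. On the array of control tissue, 16 of the called intervals were gains and 2 were losses, but normexp on the median signals, chosen after seeing the data, gave 2 gains and 28 losses there. Normexp added the same offset to both channels without the linear dye factor, although the reference channel was brighter. Its ratios can therefore fall with brightness on either array, so its losses are weak evidence of direction. The direction rests on the labels, which place the tumor in the Cy3 channel, and red over green as deposited would give a loss share of 29.3%. Of the tumor losses, 35 had a mean below 0 on the control array as well, and 16 reached into the first or last 5 Mb of a chromosome, where 8.39% of the probes lie.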

Interestingly, five of the human angiosarcomas investigated by Verbeke et al. displayed almost exclusively deletions and no or few amplifications,[17] which is in accordance with our study of porcine hepatic angiosarcoma. Mutations in the *TP53* gene have been reported in a small cohort of patients affected by human hepatic angiosarcoma [18]. Furthermore, mutations of the tumor suppressor *PTEN* have been reported to occur in human hepatic angiosarcoma [19]. In contrast, however, a study investigating 30 primary and 32 secondary human cases of angiosarcoma detected no deletions in the *TP53* and the *PTEN* genes [20]. However, the cohort of the latter study contained only one sample of hepatic angiosarcoma, suggesting different chromosomal aberration profiles in angiosarcomas of different origin. Due to the heterogeneity of human angiosarcomas that are dependent on their primary site of disease [21], results of studies investigating cohorts, including angiosarcomas from different tissues, must not be applied to primary hepatic angiosarcoma. Still, the authors observed a frequent activation of the PIK3/AKT/mTOR pathway [20]. Thus, genetically engineered models recapitulating *TP53* and *PTEN* deletions, as well as PI3K/AKT/mTOR activation, might be helpful as additional tools for the study of angiosarcoma development [22], although chemically induced models rather reflect the origin of carcinogenesis in humans. Further studies investigating chromosomal aberrations in human hepatic angiosarcoma are needed to compare the alterations seen in the DENA model with human malignancy.

In conclusion we present an easy model to induce hepatic angiosarcoma in pigs and give a first insight in chromosomal aberrations of these lesions. Future studies will reveal a more detailed picture of the molecular events in this model.

## Abbreviations

DENA: diethylnitrosamine
CT: computed tomography
aCGH: array-based comparative genomic hybridization
PAC: Port-a-Cath
AP: alkaline phosphatase
GGT: gamma-glutamyltransferase
LDH: lactate dehydrogenase
AST: aspartate aminotransferase
ALT: alanine aminotransferase
CRP: amylase, C-reactive protein
AFP: alpha fetoprotein
HSP70: heat shock protein 70
Gp73: Golgi membrane protein 73
vWF: van Willebrand factor
CK5+8: cytokeratin 5 and 8
SMA: alpha smooth muscle actin
GS: glutamine synthetase
AEC: amino ethyl carbazol
DAB: 3,3'-diaminobenzidine
A/T: albumin to total serum protein ratio

How the deposited data were processed for this re-analysis (not part of the article)

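Copy number was measured on 1 array of an angiosarcoma-like liver tumor and 1 array of control tissue, each hybridised against reference liver, so no test between conditions and no p-value is given. Spread is given as the SD over probes or windows, and the single array per tissue limits the precision. Each array lay on its own slide, so slide and tissue cannot be told apart.

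The authors extracted the spots with Agilent Feature Extraction 11.0.1.1 and deposited, for each spot, intensity values on a linear scale, as median foreground and background signals and as processed signals that are background-subtracted and scaled by a linear dye factor without a loess step. The authors also deposited a log10 ratio of red over green per spot, and the series table holds the same log10 values, with a largest difference of 0. Every column of that table belonged to one of these arrays. The files name no genome build for the probe positions, and the chromosome ends differ from those of the Sscrofa11.1 annotation, which was therefore not used for positions.

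Log2 ratios of tissue (Cy3) over reference (Cy5) were computed from the processed signals of the probes on chromosomes 1 to 18 and X. Control spots and spots with an outlier flag were left out, and each array was centred on the median of its autosomal probes, without loess or quantile normalization. Intervals were called on each chromosome by the recursive score described above, with the derivative log ratio spread of the array as the noise. Windows of 1 Mb with at least 5 probes were summarised by their median. On simulated data with the probes of the tumor array, 57 of 57 seeded intervals were recovered by this score with 1 extra call, 57 by circular binary segmentation, and 1 by plain binary segmentation. The seeded intervals were short and internal, in independent normal noise with a spread of 0.401 and no regional trend. The real log2 ratios had an SD of 0.514, and shuffling them gave a mean of 26.4 intervals. The 1 extra call is therefore no measure of false calls on the real array. Stretches seeded inside a wide interval under the limit on the mean were recovered in 0 of 19 cases when the limit was applied after the search and in 19 of 19 when it was applied during the search.

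The intervals to be named were fixed before the data were examined as the 5 with the largest mean and the 5 with the highest score on each array, of which the leading ones are given. The chromosome 14 intervals and the chromosome 12 interval are given because the paper names those chromosomes. Values at single genes are not reported here.

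Alternatives fixed before the data were examined were a score of at least 12, a mean of at least 0.1 or 0.4, at least 10 probes, the larger noise estimate for both arrays, plain binary segmentation, centring on the mode, outlier-flagged spots kept, probes well above background in both channels, the deposited log ratio, the series table, the opposite direction of the ratio, subtraction of the control array, shares by called length and windows of 5 Mb. A correction for GC content was not run, because no sequence of that build was used here. Normexp with an offset of 50 had been planned on mean signals, which the spot columns lack. Without the linear dye factor, and with the same offset in both channels, it was run on the median signals. It was added after the data were seen, as were circular binary segmentation, the limit on the mean applied during the search, and a lowess trend (fraction 0.3) on local brightness, the mean log2 reference signal of the other array within 250 kb on each side. Only this 1 setting of the brightness trend was tried. In addition, log2 ratios were shuffled over the probes 20 times per array, and window SDs were resampled over chromosomes 1000 times.

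Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.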

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

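The brightness test given here was set before its result was seen, but its reading was settled afterwards.

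The 7 mitochondrial probes, which the paper does not report on, had a median log2 ratio of tissue over reference of -0.64 on the tumor array (range -1.0 to -0.47) and of -1.70 on the control array (range -2.0 to -1.56), so the tumor lay 1.06 above the control tissue. Probe brightness was weighed with 439 nuclear probes at least as bright in the reference channel of the control array as all but the dimmest mitochondrial probe. Their median was -0.63 on the tumor array, where 212 of 439 lay below the mitochondrial median, and -0.41 on the control array, where 0 of 439 did. Neither outcome set in advance, equally low nuclear probes on both arrays or nuclear probes near 0, was met. A first reading of the control array alone as excluding brightness was dropped for this reason. The value on the tumor array is therefore matched by equally bright nuclear probes, and the lower value on the control array is not. With 1 array per tissue, a difference in mitochondrial DNA content between the tissues and a difference in sample handling both stay open as untested explanations. Each value is relative to reference liver, and the paper does not say whether both arrays shared the same reference. The gap between the arrays can therefore also lie in the references.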

How the results depend on the processing

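Normexp on the median signals, circular binary segmentation, the removal of the brightness trend, the limit on the mean applied during the search and these last 2 together were chosen after seeing the data.

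More intervals were called on the tumor array than on the control array in 16 of the 17 alternatives that call both arrays, and the called length was larger on the tumor array in all 17. These 17 are not independent checks. The opposite direction of the ratio cannot change number or length, and the series table repeats the deposited log ratio. The limit on the mean applied during the search gave 302 and 146 intervals and a loss share of 46.7%, because stretches inside wide intervals under the limit are then called. The exception in number was the removal of the brightness trend, with 32 intervals on the tumor array and 40 on the control array, a share of 12.5% on chromosomes 6, 7, 12 and 14, and window SDs of 0.0722 and 0.0600. The called length on the tumor array ranged from 6.29 Mb, with that trend removed, to 1474 Mb, with a mean of at least 0.1. With the trend removed and the limit applied during the search, 68 intervals covering 16.0 Mb were called on the tumor array and 52 on the control array, with a share of 10.3% on the 4 chromosomes and a loss share of 89.7%.

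With a score of at least 12, 16 intervals were called on the tumor array and 0 on the control array, and the loss share was 93.8%. With a mean of at least 0.1, the numbers were 138 and 42, and with a mean of at least 0.4 the tumor array had 29. With at least 10 probes the control array had 9 intervals, with centring on the mode 6, and with probes well above background 2, where the window SDs were 0.207 for the tumor array and 0.0902 for the control array. Plain binary segmentation gave 29 and 0 intervals and a loss share of 86.2%. It recovered 1 of 57 simulated intervals, all short and away from chromosome ends, so its numbers say little about such intervals. Wide intervals and those at chromosome ends were not simulated for it. On the tumor array it called 183 Mb, of which losses were 87.2%, compared with 165 Mb and 90.5% by the score. Circular binary segmentation, which recovered 57 of the simulated intervals, gave 108 and 60. The deposited log ratio gave 35 intervals on the control array and window SDs of 0.174 and 0.0729, and the series table the same. Subtraction of the control array gave 131 tumor intervals and a share of 11.5% on the 4 chromosomes. Normexp gave 30 control intervals, of which 28 were losses where losses had been 2 of 18, a share of 7.94%, a loss share of 98.4% and window SDs of 0.216 and 0.159. It ran without the linear dye factor, so the common offset can make bright regions read as losses on either array. By called length the share on the 4 chromosomes was 41.9% and the loss share 90.5%. The direction as deposited gave a loss share of 29.3%, which follows from the change of sign. Windows of 5 Mb gave SDs of 0.171 and 0.0675. Apart from the change of sign and the limit during the search, the cause was not tested.

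The share on the 4 chromosomes stayed within its 95% interval in 14 of 19 alternatives, and the loss share in 12 of 19. Both counts include the series table, which repeats the deposited log ratio. The first also includes the opposite direction of the ratio, which cannot change that share. Over the settings for which it was computed, the share on the 4 chromosomes reached at most 28.3% of the intervals. By called length it lay between 3.84% and 45.6%. The GC correction and normexp on mean signals were not run. Signals were not well above background for 20.3% of the probes in the tumor channel and 23.8% in the control tissue channel. Of the intervals, 8 on the tumor array and 6 on the control array rest on 3 probes.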

Differences from the paper's values

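Fig 6 marks about 3 gains in the angiosarcoma, read by eye, and 17 were called here. Of the alternatives set before the data were examined, only plain binary segmentation, with 4 gains, came within 1.5 times the figure's number, and the others did not. In the control tissue Fig 6 marks about 1 gain, read by eye, and 16 were called here, and no alternative set before the data were examined came within 1.5 times. In the control tissue Fig 6 also marks about 1 loss, read by eye, and 2 were called here, and again none of those alternatives came within 1.5 times. The losses marked in the angiosarcoma were too dense to be counted.

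The paper places most of the alterations on chromosomes 6, 7, 12 and 14. It calls the plots of Fig 6 representative, so its statement may rest on more tumors than the 1 tumor array deposited. Here the share was 27.6% by number and 41.9% by called length. Over the settings for which it was computed, the highest share by number was 28.3%, with a mean of at least 0.1. The highest share by called length was 45.6%, with probes well above background. The lowest share by called length was 3.84%, with the control array subtracted. No interval was called on chromosome 12 of the tumor array. Losses were called there with a mean of at least 0.1, 1 over 57.4 Mb, and with plain binary segmentation, 4 over 37.9 Mb. They were also called with normexp on the median signals, 1 over 57.4 Mb, and with circular binary segmentation, 6 over 24.4 Mb, and the limit on the mean applied during the search called 5 losses there, all 3 settings chosen after seeing the values. With the brightness trend removed as well, 1 loss over 0.0685 Mb was called. The array format that the paper's methods name holds fewer features per array than the 180880 found here.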

Other observations

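The tests of the brightness trend over all chromosomes, of its removal, of probe noise, of dim probes, of the number of intervals after shuffling and of the slide, and those with the limit on the mean applied during the search, were chosen only after the result was seen. The test on held-out chromosomes and the shuffles of the control array and of the tumor array's called length were set before.

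The wide losses of the tumor array followed a regional trend in signal brightness. Across 2271 windows of 1 Mb, the tumor array's log2 ratio had a Pearson correlation of -0.91 with the reference-channel brightness of the control array, a measurement made on another array, and it lay between -0.96 and -0.81 within each of the 19 chromosomes. Windows are not independent. On the control array the correlation with the tumor array's reference brightness was -0.77. The slope was -0.21 log2 ratio units per log2 unit of brightness on the tumor array and -0.08 on the control array. With the trend removed, the called length on the tumor array was 6.29 Mb, compared with 165 Mb before, and with the limit on the mean applied during the search it was 16.0 Mb compared with 722 Mb. Removal would also take away true losses that happen to lie in bright regions. A trend learned only on the other 15 chromosomes was therefore applied to chromosomes 6, 7, 12 and 14, where it left a median log2 ratio of -0.012 in place of -0.096, with -0.04 on chromosome 12, the farthest from 0. A candidate explanation is that a labelling or hybridization difference that scales with regional signal, stronger on the tumor array, produced most of the called length. Base composition is a possible explanation of such a trend and was not tested. Losses in the tumor that are concentrated in bright regions on every chromosome stay open as a biological explanation.

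Other technical explanations of the larger number of intervals on the tumor array were weighed. The spread between neighbouring probes was 0.401 on the tumor array and 0.422 on the control array, while the deposited software estimate had the opposite order, 0.399 and 0.397. With the larger spread used for both arrays, 47 intervals were called on the tumor array and 18 on the control array, which argues against higher probe noise as the whole cause. Shuffling the log2 ratios over the probes gave a mean of 26.4 intervals on the tumor array (20 to 36 in 20 shuffles) and a mean called length of 1.92 Mb, short of the 58 intervals and 165 Mb in the real order, so noise without position does not account for the whole, although it reaches a sizeable part of the number. Shuffling turns the regional trend into noise as well. On the control array the shuffles gave a mean of 1.75 intervals, below the 18 called. With only probes well above background, the control array had 2 intervals, and 27 compared with 146 with the limit on the mean applied during the search, so dim probes may account for most of the control array intervals. The tumor array had 66 intervals with these probes, compared with 58. With the limit applied during the search it had 316 compared with 302, so leaving out dim probes did not lower the number there. With 1 array per slide, an effect of the slide cannot be told apart from the tissue, because no slide holds both. The paper's methods name age-matched control livers as the reference, so inherited copy number differences between pigs stay open and were not tested.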
